# Detecting host responses to microbial stimulation using primary epithelial organoids

**DOI:** 10.1080/19490976.2023.2281012

**Published:** 2023-11-22

**Authors:** Jette Bornholdt, Christina V. Müller, Maria Juul Nielsen, Jesper Strickertsson, Daria Rago, Yun Chen, Grzegorz Maciag, Jonathan Skov, Anja Wellejus, Pawel J. Schweiger, Stine L. Hansen, Christa Broholm, Ismail Gögenur, Martti Maimets, Stine Sloth, Jakob Hendel, Adam Baker, Albin Sandelin, Kim B. Jensen

**Keywords:** Intestinal organoids, probiotics, microbiome, intestinal epithelium, bacterial–epithelial interactions

## Abstract

The intestinal epithelium is constantly exposed to microbes residing in the lumen. Traditionally, the response to microbial interactions has been studied in cell lines derived from cancerous tissues, e.g. Caco-2. It is, however, unclear how the responses in these cancer cell lines reflect the responses of a normal epithelium and whether there might be microbial strain-specific effects. To address these questions, we derived organoids from the small intestine from a cohort of healthy individuals. Culturing intestinal epithelium on a flat laminin matrix induced their differentiation, facilitating analysis of microbial responses via the apical membrane normally exposed to the luminal content. Here, it was evident that the healthy epithelium across multiple individuals (*n* = 9) demonstrates robust acute both common and strain-specific responses to a range of probiotic bacterial strains (BB-12^Ⓡ^, LGG^Ⓡ^, DSM33361, and Bif195). Importantly, parallel experiments using the Caco-2 cell line provide no acute response. Collectively, we demonstrate that primary epithelial cells maintained as organoids represent a valuable resource for assessing interactions between the epithelium and luminal microbes across individuals, and that these models are likely to contribute to a better understanding of host microbe interactions.

## Introduction

The gastrointestinal tract is responsible for digestion and absorption of nutrients from our diet. This process is supported by trillions of microbes that naturally inhabit the intestinal lumen. The small intestine and colon are composed of different cell types supporting the transfer of nutrients to the rest of the body through a single-layered epithelium that face the luminal content and secrete enzymes involved with digestion and absorption of nutrients. The epithelial layer is constantly in proximity to luminal microbes, and interactions with the intestinal epithelial cells represent a key element for sustained maintenance of the small intestine and the colon.

Numerous studies have outlined the crosstalk and interactions between the intestinal epithelium and commensal microbes.^1,2^ Animal studies have demonstrated that metabolites from the microbial digestion of nutrients influence the epithelial cells including short-chain fatty acids promoting differentiation of colonic epithelial cells,^3^ microbial-derived polyamines promoting proliferation,^4^ indole-3-lactic acid dampening inflammation in both epithelial cells and macrophages,^5^ inositol-1,4,5-trisphosphate supporting epithelial cell division^6^ and cell wall components stimulating general growth.^7^ Thus, there appears to be a complex interplay between microbes and the epithelium controlling its turnover, maintenance, and resilience against challenges.

It has been exceedingly difficult to study how non-transformed primary human epithelial cells interact with microbes, and most of our understanding stems from studies of colorectal cancer cell lines, in particular Caco-2 cells. This cell line forms a confluent and impermeable epithelial layer, when cultured on plastic or in a transwell system, and has been used extensively as a model of the intestinal epithelium, showing evidence of multilineage differentiation. However, given that Caco-2 is an immortalized cancer cell line with mutations in key regulatory genes, it is unclear how well Caco-2 cells mimic a normal epithelium.^8^

Primary intestinal epithelial cells isolated from biopsy material can be cultured as organoids under defined cell culture conditions in matrigel.^9^ Organoids grow as a polarized single-layered epithelium, with the basolateral surface facing the outside of the organoid, whereas the luminal apical surface faces the inside of the organoids.^10^ Interactions between microbes and primary intestinal epithelial cells have been studied by injection of microbes into the lumen of the organoids.^11–13^ Recent reports have explored the ability to grow intestinal epithelial cells as 2D cultures in extracellular matrix coated plastic surfaces and on raised inserts.^2,14^ These methods provide exquisite opportunities for monitoring cellular heterogeneity and cell signaling across large surfaces.^15–17^ This opens opportunities for studying interactions with the apical cell surface as this is facing toward the culture medium.^18^

Aside from the choice of cell models, an important but largely unstudied aspect is how varied microbe exposure response in primary intestinal epithelial cells is between individuals. This is relevant both for pathogenic bacteria and bacteria used for probiotic supplements. Interestingly, in a clinical trial, we previously demonstrated pronounced differences in the acute response to the *Lacticaseibacillus rhamnosus* LGG^Ⓡ^ (DSM33156 – formerly known as *Lactobacillus rhamnosus* LGG^Ⓡ^, hereafter called LGG^Ⓡ^) probiotic in healthy individuals, most likely driven by a difference in B-cell responsiveness,^19^ based on RNA sequencing of gut wall biopsies. While valuable, gut biopsies are not tractable for either mechanistic investigations or larger-scale screening. This motivates targeted studies of microbiotic responses across multiple individuals *in vitro*, using state-of-the-art organoid cell models.

Here, we set out to develop an *in vitro* cell culture platform that would enable comprehensive studies of interactions between epithelial cells and microbes. This would allow us to address whether there are differences in the acute epithelial response upon exposure to microbes between individuals. We generated a selection of organoid lines from the small intestine of 27 young healthy individuals. We selected optimized growth conditions for the cultures and established a 2D culture system, which over a defined period allowed us to establish confluent layers of primary epithelial cells. Interestingly, coculturing with a selection of different probiotic bacterial strains developed for food supplements promotes robust common and strain-specific transcriptional effects beyond what can be observed in established cancer cell lines.

## Results

### Establishment of organoid lines from healthy individuals

A cohort of 27 healthy individuals underwent endoscopy of the duodenum and proximal jejunum of the small intestine and biopsies were isolated from both sites, as described previously.^19^ Epithelial cells were subsequently extracted from these biopsies to generate an organoid bank representing the duodenum and jejunum from 23 and 22 healthy individuals, respectively (Figure 1a).^9^ In addition to the organoid lines derived from the small intestine, four organoid lines were similarly derived from the colon from an independent healthy cohort. RNA-seq expression analysis of the colonic and small-intestinal-derived organoids and corresponding biopsies from the small intestine and Caco-2 cells revealed substantial differences and clear separations between the three sample types when visualized using principal component analysis (PCA) (Figure 1b). While the cluster of biopsy samples was the most dissimilar to the others (likely reflecting their complex cellular composition), Caco-2 and organoid samples were also highly separated. Although all organoid samples clustered together, they had a higher dispersion. A subsequent PCA, only analyzing organoid samples, showed a clear separation between organoids derived from the duodenum and jejunum versus the colon (Figure 1c), while jejunum and duodenum organoids did not form distinct PCA clusters. Although, previous reports have described transcriptional differences between cultured epithelial cells from the different parts of the intestinal tract,^20,21^ there were no major expression differences between organoids derived from the duodenum and the proximal part of jejunum. In contrast, there were clear differences between organoids derived from the small and large intestines.

**Figure 1.**
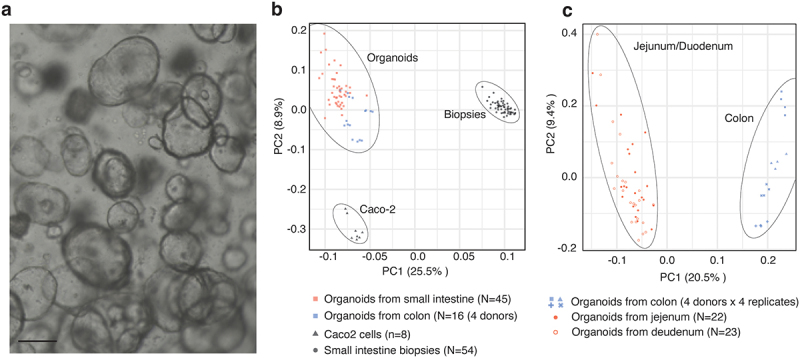
Derivation of organoid lines from a cohort of healthy individuals.

(a) Organoids derived from small intestinal biopsies (scale bar: 100 µm). (b) Principal component analysis (PCA) of data from RNAseq analysis of organoids (squares) derived from the small intestine (red squares *N* = 45) and colon (blue squares; *N* = 4 donors in quadruplicate), small intestinal biopsies (circles; *N* = 54), and the Caco-2 cell line (triangles *N* = 8). PC 1 and 2 are shown on X and Y axes, and percent variance is indicated. (c) PCA of data from RNAseq analysis of organoids derived from the small intestine (red filled circles: jejunum, *N* = 22; red stroke circles: duodenum, *N* = 23) and the colon only (blue *N* = 4 donors in quadruplicate: donors are indicated by shape). X and Y axes show PC 1 and 2, and percent variance is indicated.

### Transfer of organoid lines to Intesticult™

Several different cell culture methodologies have been developed for culturing intestinal epithelial cells, which are reliant on custom-made components in the cell culture medium. To develop a highly reproducible system with the potential of being widely available to the research field, we took advantage of a commercial medium, Intesticult™ that made it possible to expand and maintain primary human intestinal epithelial organoids. The transfer of organoids from the custom-made medium to the commercially available medium required 2–3 passages before the cultures stabilized, and organoids could subsequently be passaged robustly on a weekly basis (Figure 2a). By RNA-seq, we analyzed changes in gene expression in organoids grown in respective media. We found that 1,934 genes were differentially expressed between cultures maintained in the two different media compositions (absolute log_2_ fold change (log_2_FC) >1; *FDR* < 0.05, by limma analysis). Of these, 1,195 genes had significantly higher expression in the custom-made medium and 739 had higher expression in Intesticult™. Gene ontology (GO) analysis of the genes upregulated in cultures maintained in custom-made medium showed an enrichment of GO terms associated with different metabolic processes, including RNA biosynthesis (Figure 2b, yellow bars and Table S1), while genes upregulated in organoids cultured in Intesticult™ showed a pronounced enrichment of GO terms associated with cell–cell communication and Wnt signaling (Figure 2b, orange bars and Table S1). In line with the enrichment of Wnt signaling components in the organoids cultured in Intesticult™, and the fact that Wnt is an essential signaling component for intestinal stem cell self-renewal both *in vivo* and *in vitro*,^22,23^ these cultures also showed a pronounced enrichment of genes associated with intestinal epithelial stem cells^24^ (Figure 2c;*P* < 2 × 10^–16^, hypergeometric test).

**Figure 2.**
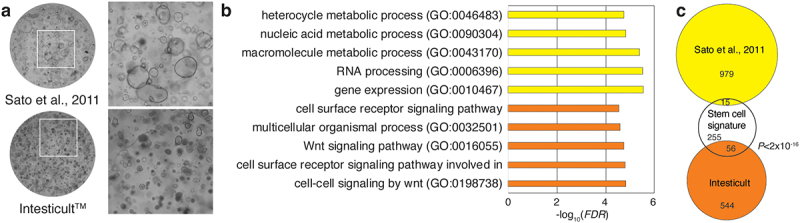
Characterization of impact of media composition on organoid cultures.

(a) Representative images of organoids cultured according to Sato et al., 2011 (Sato medium) or using Intesticult^TM^ medium with insert showing the morphology of organoids grown under different conditions. (b) The top five Gene Ontology terms enriched in genes upregulated in each media type (indicated by color). X axis shows enrichment by associated-log10 (adjusted *P* value). Rows show ontology terms – for full lists see Table S1. (c) Venn diagram shows the overlap of an established a stem cell signature consisting of 326 genes (white circle,24) with the 994 uniquely annotated genes upregulated in Sato medium (yellow circle) and the 600 uniquely annotated genes upregulated in IntesticultTM medium (orange circle). *P* value is from a hypergeometric test for the larger overlap (56 genes).

### Optimization of 2D culture methods for primary intestinal epithelial cells

The topology of organoids complicates experiments aimed at studying the interactions between the luminal-facing apical membrane of the intestinal epithelial cells and microbes, as the apical side is oriented toward the organoid center, and thus not easily exposed to microbes. We reasoned that growing organoids on a flat surface in 2D would be beneficial since the apical side would be accessible. To assess the behavior of primary epithelial cells in a 2D context, organoids were disaggregated and plated on different extracellular matrix proteins (matrigel, fibronectin, collagen types 1 and 4, laminin 111, 121, 211, 221, 411, 421, 511, and 521). All the tested matrix components supported the establishment of large epithelial sheets (Supplementary Data Figure S1a). Given that laminin 511 and 521 are predominantly associated with the villus basement membrane,^25^ and that the villus is the major site for epithelial microbe interactions, we choose to test Laminin 511 further for its effect on the epithelial cell compartment.

We found that epithelial cells grown on laminin 511 generated a confluent layer with polarized localization of both F-actin and ZO1 to cell surface facing the culture medium, clearly demonstrating the formation of a polarized epithelium with appropriate localization of tight junctions (Figure 3a). The barrier integrity was further supported by trans-epithelial electrical resistance (TEER) measurement (Supplementary Data Figure S1b). In line with the association of laminin 511 with the differentiated compartment in vivo, the 2D epithelium showed large patches of cells expressing markers of the enterocyte (ALDOB) and goblet cell (MUC13) lineages (Figure 3b,c). Next, we compared gene expression profiles of confluent cultures of cell grown in 2D on laminin 511 and in Matrigel as 3D cultures (as described above) and found large differences: 10667 genes were differentially expressed (abs (log_2_FC) >1; *FDR* < 0.05; Figure 3d). Genes upregulated in epithelial cells cultured in 2D were enriched for GO-terms associated with catabolic processes, whereas genes upregulated in 3D cells were enriched for GO-terms associated with general metabolism and cell cycle (Table S2). Aligned with the pattern of protein expression, gene set enrichment analysis revealed that the 2D cultures were enriched for genes associated with differentiation (*P* = 5 × 10^−11^) and underrepresented by genes normally associated with proliferation (*FDR* = 4 × 10^−46^) and stemness (*FDR* = 3 × 10^−20^), while organoids cultured in 3D had the opposite pattern (Figure 3e). Notably, we also observed an enrichment of genes involved in enterocyte differentiation in 2D but not 3D culture (Figure 3e). In line with the expression of markers of terminal differentiation, and the observation that cells cultured in 2D cannot be passaged further strongly suggests that cells within the 2D cultures mimics cell states associated with terminal differentiation.

**Figure 3.**
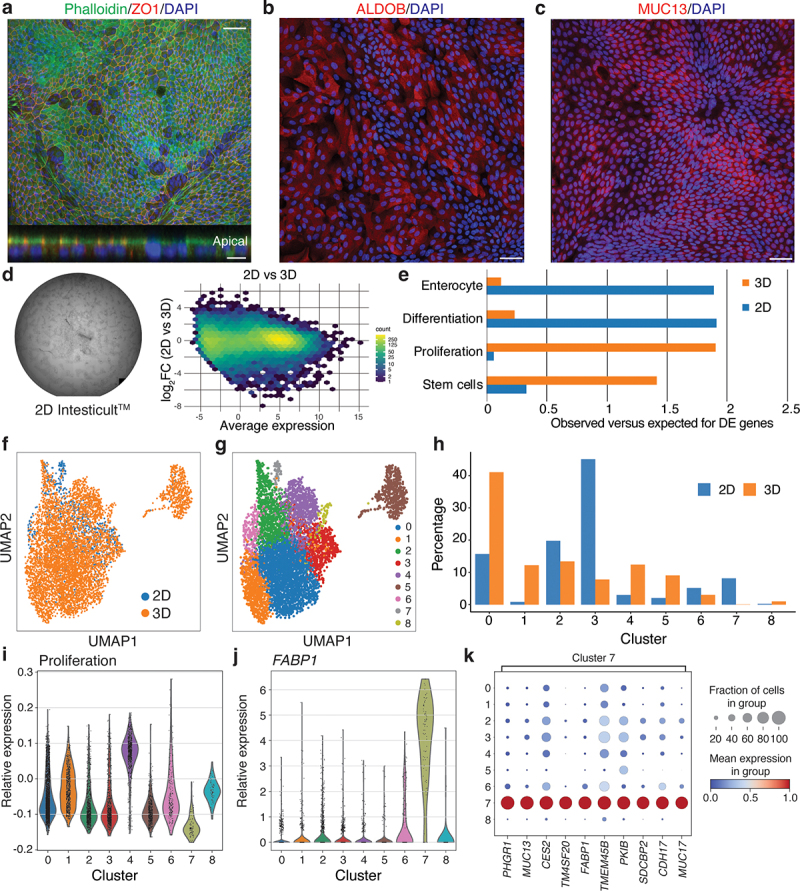
Development and characterization of a 2D model for primary intestinal epithelial cells.

(a-c) Detection of tight junction marker, ZO1 (red), F-actin with phalloidin (green), and nuclei, DAPI (blue) (a), enterocyte marker, ALDOB (red), and nuclei, DAPI (blue) (b) and goblet cell marker, MUC13 (red), and nuclei, DAPI (blue) (c) in confluent layers of intestinal epithelial cells. Scale bar 25 µm. Insert in (a) shows a Z-section of the cell layer with clear localization of ZO1 and F-actin at the apical surface. Scale bar 10 µm. (d) Left: Primary epithelial cells seeded in 2D form a confluent layer within 7 days from seeding. Right: MA-plot based on RNA-seq analysis of 2D vs 3D cells. Y axis shows 2D vs 3D log_2_FC, and X shows baseline expression in TPM (transcript per million). Color shows the number of genes in each bin. Full list of GO-terms enriched in 2D and 3D cultures in Table S2. (e) Gene set enrichment analysis of the uniquely annotated genes associated with 2D or 3D cultures versus published gene signatures representing enterocyte differentiation, general differentiation in the intestine, proliferation, and stem cells. X axis show observed vs expected overlap based on randomly selected genes. (f,g) UMAP plots of single-cell RNAseq data acquired using the 10× platform. c: Colors show cells cultured in 2D and 3D. d: Colors show nine cell clusters, defined by the Leiden method. (h) Cell distribution between the different clusters from panel j. Bars show a percentage of the entire cell population in the 2D and 3D samples analyzed. (i,j) Relative expression of components of the gene signature analysis for proliferation (i) and the differentiation marker *FABP1* (j) represented as violin plots for each cell population identified by the Leiden clustering. (k) Marker expression analysis identifies a number of differentially expressed genes highly enriched in the differentiation cluster associated primarily with the 2D cell cultures. Colors indicate mean expression; dot size indicates fraction of cells in the group.

Single-cell expression analysis of cells cultured as organoids in 3D or as epithelial sheets in 2D reflected these changes. The combined dataset from cells cultured in 2D and 3D could be divided into nine clusters (Figure 3f–h). Importantly, most clusters were populated by cells from both 2D and 3D cultures, but with different fractions of cells (Figure 3h): clusters 3 and 7 had higher fractions of cells from 2D culture, while clusters 0, 1, 4 and 5 were dominated by cells cultured in 3D. Notably, cluster 1 was almost exclusively populated by cells from 3D cultures, while, conversely, cluster 7 was highly enriched in cells cultured in 2D (Figure 3h). The latter cluster was characterized by high expression of the markers *FABP1*, *MUC17*, and *MUC13* generally associated with differentiation (Figure 3i–k). Cluster 4, which included 2D and 3D cells, was defined by the expression of proliferation markers (Figure 3i).

Thus, by culturing intestinal epithelial cells on laminin 511, it is possible to generate an epithelial cell layer mimicking the differentiated intestinal epithelium exposed to microbes *in vivo*.

### Development of co-culture system for studying interactions between epithelium and microbes

Since we found that epithelial cells cultured in 2D mimic cells in differentiated states, we asked whether it would be possible to exploit this property to assess the interaction between epithelial cells and bacteria, and whether different kinds of bacteria, including probiotic and pathogenic strains, would elicit different types of responses.

Therefore, as a first step, organoids from a single individual were dissociated into single cells and cultured in 2D until a confluent monolayer was formed. Importantly, the conductive potential of this confluent layer could be modified upon exposure to the LGG, as evidenced by the TEER assay (Supplementary Data Figure S1b). To assess general responses upon exposure to different types of bacteria, epithelial cells were cocultured with two different probiotic strains (LGG^Ⓡ^, *Bifidobacterium animalis* subsp. *lactis*, BB-12^Ⓡ^ (DSM15954), hereafter called BB-12^Ⓡ^) and *Salmonella typhimurium*, a pathogenic bacterial strain expected to elicit a robust response in epithelial cells. Two hours after the exposure to different titers of either LGG^Ⓡ^, BB-12^Ⓡ^ (both 10^5^, 10^6^, and 10^7^ CFU/well) or Salmonella (both 10^5^ and 10^6^ CFU/well), RNA was isolated for downstream analysis. Co-culturing with bacteria affected the transcriptional state of the epithelial cells, where most of the variance in the dataset originated from the difference between cellular response to salmonella versus non-salmonella strains (Figure 4). Notably, nonpathogenic species (LGG^Ⓡ^ and BB-12^Ⓡ^) formed a gradient between nontreated (ctrl) and Salmonella, and Salmonella species elicited a much wider spread of responses compared to other strains.

**Figure 4.**
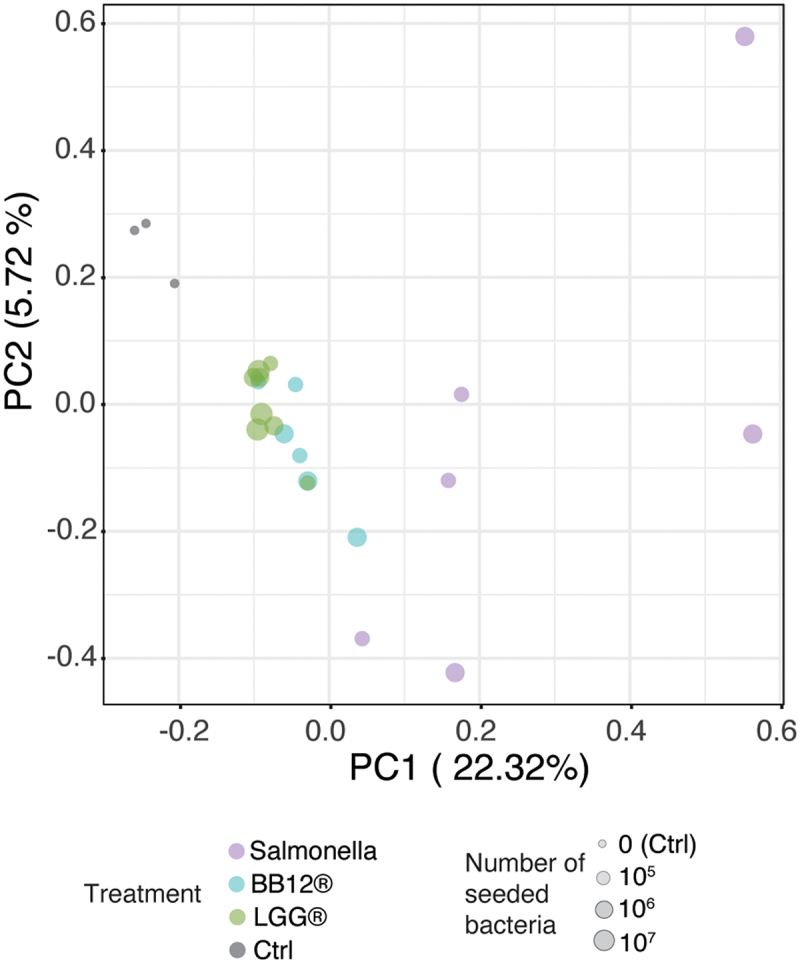
Response to coculture with different microbes.

Principal component analysis (PCA) of RNAseq data from cultures that stimulated with either LGG^Ⓡ^, BB-12^Ⓡ^, or *Salmonella typhimurium* (indicated by color) across a range of different seeding densities (indicated by point size). X and Y axes show PC1 and 2, variance is indicated at respective PC.

Thus, this initial study demonstrated that it was possible to investigate host responses to microbes using intestinal epithelial cells in this coculture model.

### Epithelial responses to probiotic bacteria

Next, we wanted to extend the initial co-culture study to characterize the acute responses to different probiotic strains of bacteria – LGG^Ⓡ^, BB-12^Ⓡ^, *Bifidobacterium longum* subsp. *infantis*, ISTILOS^TM^ (DSM33361), hereafter referred to as DSM33361, and *Bifidobacterium breve* Bif195, GALENEX^TM^ (DSM33360), hereafter called Bif195 – across cells derived from different individuals.

Cells from organoids derived from nine different individuals were seeded on Laminin 511 coated dishes and allowed to grow for 7 days thereby reaching confluence. For each of the four bacteria, confluent cultures were incubated with 10^6^ CFU per well for 2 h at 37°C (Figure 5a, inset). RNA was subsequently isolated to assess the impact of the individual strains on gene expression.

**Figure 5.**
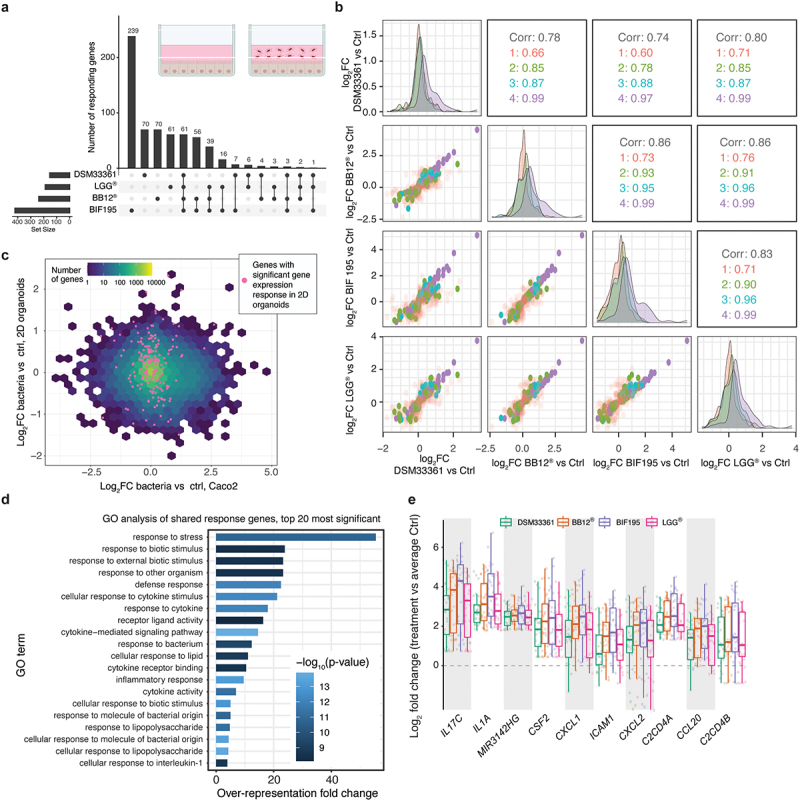
Screening bacteria using 2D model for primary intestinal epithelial cells.

(a) Overlap of differentially expressed genes between bacterial responses from nine individuals, using an UpSet plot visualization. The insert depicts the experimental setup. The upper bar plot shows the number of significantly changing genes (*FDR* < 0.05; log_2_FC > 0.5) in a given set, defined by the lower dot chart. Sets are defined by intersections of the four strain treatments (indicated to the left with total number of differentially expressed genes per set). A single dot indicates genes that are only differentially expressed in one treatment compared to control, while dots connected by lines defined intersects between treatments. (b) Pairwise correlations between gene expression change following bacterial exposure of 2D cultures. X and Y axes show the RNA-seq log2FC response (treatment vs control) of a given bacterial treatment. Dots indicate differentially expressed genes from panel a, colored by whether they are differentially expressed in 1, 2, 3 or 4 treatments. Density plots across the diagonal show the overall distribution of each set and treatment combination. Numbers in remaining cells show the overall Spearman correlation (black) using all points of a given treatment comparison, and Spearman correlations of the subsets of genes defined above. (c) Binned correlation plot comparing the mean log_2_ fold response to all bacterial treatments between Caco-2 cells (x-axis) and primary epithelial cells (y-axis). Hex color shows the number of genes within each hex. Cyan dots show the expression of genes that are differentially expressed in organoids in at least two bacterial strain treatments. 

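Among the 61 genes of the shared organoid response, 54 were tested in Caco-2 cells, and their log2 fold changes for the average of the 4 strains had a median of -0.19 (quartiles -0.65 and 0.18). FOS, an immediate early transcription factor, had the highest value of these genes, 1.30 (standard error 0.39, adjusted p = 0.405 from edgeR), and was picked out after its values were seen. The 119 tested genes of the pairwise organoid response had a median of 0.01 (quartiles -0.34 and 0.25), and the 346 genes specific to 1 strain a median of -0.05 (quartiles -0.30 and 0.19). All 18743 tested genes had a median of -0.00145 (quartiles -0.23 and 0.21). Camera, a test of a gene list against the other genes, gave the shared list an adjusted p of 0.313, and 0.796 with an estimated correlation. Without control replicate 2 the median of the shared list was 0.04.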

Note that these are distributed around 0 log_2_FC in the Caco-2 comparison. (d) Top 20 GO terms enriched for the differentially expressed genes shared between all treatments. X axis shows over-representation fold change. Bar color corresponds to significance (-log_10_ FDR). Full list of GO-terms enriched in Table S3. (e) Expression fold change distribution relative to average control expression for the 10 most differentially expressed genes of the shared set upon stimulation with the four types of bacteria. Y axis shows expression fold change, dots indicate individuals, and color indicates treatment. X axis shows gene names.

We noticed a strong correlation between responses to each bacterial strain across organoid lines derived from all nine individuals. Bif195 drove the strongest response with >400 differentially expressed genes, whereas ~200 genes were differentially expressed upon exposure to BB-12^Ⓡ^, LGG^Ⓡ^ and DSM33361. Both LGG^Ⓡ^ and Bif195 showed strong average responses compared to DSM33361 and BB-12^Ⓡ^. Pairwise contrasts, comparing bacteria treated and non-treated primary epithelial cells from the same individual, showed that more than 50% of differentially expressed genes (*FDR* < 0.05 and |log2FC|) > 0.5) were affected by at least 2 strains, including a common shared response of 61 genes that were differentially expressed following exposure to all four probiotic strains (Figure 5a). To assess the similarity in responses between bacteria more quantitatively, we calculated the control vs bacterial exposure log_2_FC for each gene according to treatment, and then compared the bacterial response by performing Spearman correlations between pairs of bacteria treatments using these log_2_FC values. In general, all pairwise comparisons showed overall strong correlations (0.7–0.86) (Figure 5b). To extend this, we remade the analysis by only focusing on genes that were differentially expressed in one (Figure 5b, red label), two (green label), three (cyan label), or all four strains (purple label). As expected, genes with strain-specific responses had the lowest correlation across strains (~0.7), while genes shared between all strains had the highest (~0.99). However, genes with a significant response in at least 2 strains retained a very high correlation (~0.9) (Figure 5b), even in strains that did not show significant responses for those genes. These findings suggested that genes involved in responses in two strains are most likely affected across all treatments, and that the observed differences in their response between strains were most likely caused by the magnitude of the differential expression, or variance across individuals, rather than by a true lack of response. Consistently with this hypothesis, we observed that strains, which induced higher average responses (Bif195 and LGG^Ⓡ^) showed higher numbers of significantly differentially expressed genes.

Confluent layers of Caco-2 cells have been the traditional assay for interrogating interactions between intestinal epithelial cells and bacteria by stimulation for, e.g., 24 or 48 h.^26^ To compare the response between primary intestinal epithelial cells and the Caco-2 cells, we performed parallel experiments with the four different bacterial strains using confluent layers of Caco-2 cells exposed to the same bacteria for 2 h. In contrast to the analysis of primary epithelial cells, we detected only a handful of differentially expressed genes (LGG^Ⓡ^: four genes; DSM33361: five genes; BB-12^Ⓡ^: four genes; Bif195: two genes; Bif195 and BB-12^Ⓡ^: two genes), with lower correlations in the response to different strains when compared to the 2D organoids (Supplementary Data Figure S2a). 

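RNA sequencing data of 15 Caco-2 libraries were analyzed, with 3 libraries each of control cells and of cells exposed to LGG, BB-12, DSM33361 or Bif195. Caco-2 is a human colorectal adenocarcinoma cell line that forms a confluent, enterocyte-like layer. The methods state that 20000 cells were seeded per well, that the layer was confluent on day 3, and that co-culture took place on day 7 for 2 h in 15 wells. A dose of 1000000 CFU per well is stated for the primary cells, and the Caco-2 cells were treated in the same manner. The sample labels call the replicates biological, while the methods describe wells, so p-values measure only the spread between these libraries, which may be technical. The labels name 1 strain BB02 where the text names DSM33361. These were taken as the same strain because Table S3 lists BB02 beside the other 3 strains.
The deposited values are counts per gene that the authors estimated with Salmon against the GRCh38 transcriptome. They were rounded to whole numbers before testing. Control libraries held 31905723 to 37745742 counts (median 32661072), LGG libraries 30572255 to 37672605 (median 32200183), BB-12 libraries 29864078 to 31652094 (median 31093796), DSM33361 libraries 30682126 to 33787268 (median 32769930) and Bif195 libraries 30596996 to 37366489 (median 31469833). Of 60179 genes, 18743 had more than 5 counts in all 3 libraries of at least 1 condition and were tested, following the filter of the paper. Each strain was compared with the control in 1 model of all 15 libraries with the quasi-likelihood test of edgeR. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds of Fig. 5a, since the text names no others for Caco-2.
Control replicate 2 stood apart from the other 14 libraries. The first principal component (34.3% of the variance) separated this library from the rest. It had a count in 18577 genes, against 22389 to 25529 in the others, and mitochondrially encoded genes took 2.01% of its counts, against 4.18% to 5.40%. ASNS, the asparagine synthetase of the amino acid stress response, was at 226.7 CPM in control replicate 2 and at 66.8 and 64.5 CPM in control replicates 1 and 3. SLC2A5, the fructose transporter of enterocytes, was at 1.41 CPM there and at 43.5 and 80.2 CPM in the other controls. Both genes were chosen after their values were seen.

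**Figure D1:**
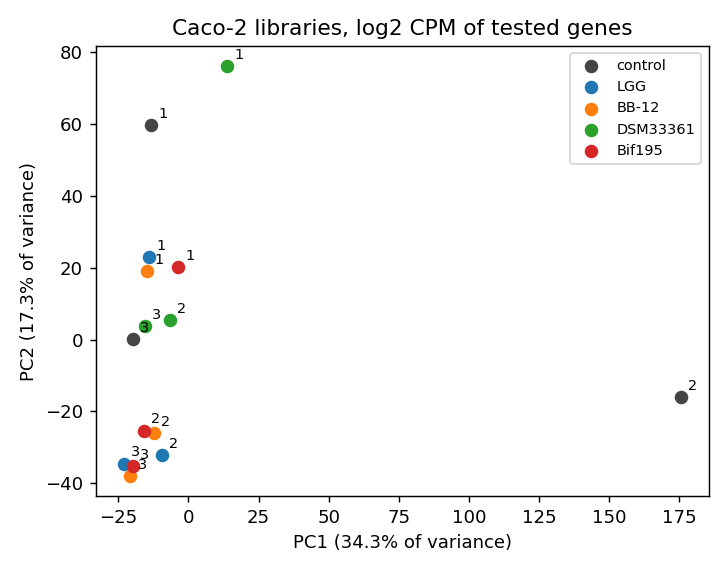
First and second principal component of log2 CPM over the 18743 tested genes, with 1 point per library, colored by condition and numbered by replicate. Control replicate 2 lies alone along the first component, which holds 34.3% of the variance, and the second holds 17.3%. Along the second, replicate 1 of every condition lies above all libraries with another number.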

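No gene was called for LGG, BB-12, DSM33361 or Bif195 with edgeR's quasi-likelihood test, nor for the 4 strains together, for their average, or between the strains. At an unadjusted p under 0.05, the same test gave 1184 genes for LGG, 1367 for BB-12, 817 for DSM33361, 1308 for Bif195 and 1923 for the average of the 4 strains, which are 6.32%, 7.29%, 4.36%, 6.98% and 10.3% of the genes tested. The tests of any strain and of differences between strains gave 523 and 250 such genes. LAMA1, a laminin chain of the basement membrane, had one of the smallest p for LGG (log2 fold change 0.93, standard error 0.20) and for DSM33361 (0.85, standard error 0.20). MAP3K14, the kinase of the noncanonical NF-kB pathway, had a log2 fold change of 0.96 (standard error 0.21) for BB-12 and of 0.96 (standard error 0.21) for Bif195. The lowest adjusted p of edgeR was 0.731 for LGG, 0.677 for BB-12, 0.977 for DSM33361 and 0.699 for Bif195. For the average of the 4 strains it belonged to CYP1A1, a xenobiotic-metabolizing enzyme induced by the aryl hydrocarbon receptor (log2 fold change -4.96, standard error 0.71, adjusted p = 0.0875 from edgeR). CYP1A1 was at 282.1 CPM in control replicate 2 and at 4.56 and 3.81 CPM in the other controls, against 3.14 ± 0.82 CPM (SD, n = 12) in exposed cells.
DESeq2 called 4 genes for LGG (NT5E, STARD9, SRGAP2 and ENSG00000286600), 4 for BB-12 (PASK, TMEM175, PDE1C and CTNNA3), 3 for DSM33361 (NAALADL2, ZBTB45P1 and ENSG00000256349) and 1 for Bif195 (ENSG00000256349), while limma-voom called 0 for each strain. CTNNA3, ZBTB45P1 and ENSG00000256349 were named after their values were seen. DESeq2 called 38 genes for the average, 20 for any strain and 5 between strains, and limma-voom 0 in each case. Same-numbered libraries deviated together in LGG and control cells and in BB-12 and control cells, a reading chosen after the blocked calls were seen. DSM33361 and Bif195 fell short of it only in the pair with control replicate 2. With the replicate number as a block edgeR called 2 genes for LGG (CEACAM6 and EDNRB, named after their values were seen) and 13 for BB-12, MAP3K14 among them. The same fit also called genes for Bif195, MAP3K14 among them, for any strain, for the average and between strains, but none for DSM33361. In edgeR without the block the average gave 2 genes without control replicate 1, 82 without control replicate 3 and 0 without control replicate 2.
Spearman correlations across genes between the log2 fold changes of strain pairs ranged from 0.56 (LGG and DSM33361) to 0.79 (BB-12 and Bif195), with a median of 0.67 over 6 pairs. The pairs of DSM33361 with Bif195 (0.58) and BB-12 (0.60) were the next lowest. DSM33361 replicate 1 had a median correlation of 0.955 with the other libraries, the lowest after control replicate 2 (0.916). The lower values therefore need not be a trait of the strain. Genes are not independent replicates. Unchanged groups simulated against the same 3 controls gave a median of 0.46. The median covariance was 0.251, against 0.146 in the simulation. The simulated libraries were drawn independently with the same spread per gene, while same-numbered libraries here deviated together and control replicate 2 stood apart. Neither simulated value is therefore a fair reference, and 3 controls are too few to split and so to measure the part that shared controls add.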

Notably, there was no overlap between the differentially expressed genes identified in the analysis of Caco-2 cells and primary epithelial cells and no correlation between their fold change (Figure 5c), even though baseline expression of all genes was highly similar between Caco-2 cells and organoids (Supplementary Data Figure S2b). Thus, in contrast to Caco-2, which exhibited a minimal acute response to bacteria, primary epithelial cell cultures growing in 2D represented a robust method for assessing epithelial–bacterial interactions.

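None of the organoid genes of Table S3 was called for a strain in Caco-2 cells with edgeR, which called no gene, and none was among the 11 genes called by DESeq2. With the replicate number as a block, 2 of the 13 genes edgeR called for a strain were organoid genes, AKR1C2 and FOS, and both were called for BB-12. Of the organoid genes, 519 were tested in Caco-2 cells, and 23 had a higher and 45 a lower average at an unadjusted p under 0.05. Lower genes also prevailed among all 18743 tested genes, with 645 higher and 1278 lower by the same test. Over the 173 tested genes that responded to at least 2 strains in the organoids, the log2 fold changes of Caco-2 cells and those the paper reports for organoids had a Spearman correlation of -0.08 (p = 0.288, permutation test over genes, two-sided; adjusted p = 0.471 over 7 relations) and a Pearson correlation of 0.02 (p = 0.745; adjusted p = 0.869). This is a correlation across genes, which are not independent replicates. For the 54 shared response genes alone, Spearman's correlation was 0.00362 (p = 0.979; adjusted p = 0.979). Over all 519 genes it was -0.15 (p = 0.00073, permutation test over genes; adjusted p = 0.00511), and 218 genes (42.0%) had the sign of the organoid value. For the 346 strain-specific genes among them, the organoid value of 1 strain was set against the Caco-2 average of 4. With the same strain in both, the correlation was -0.36 for LGG, -0.12 for BB-12, -0.17 for DSM33361 and -0.06 for Bif195. None passed the permutation test after adjustment (adjusted p of 0.102, 0.471, 0.471 and 0.471). The value over 173 genes turned to 0.23 (p = 0.00205, permutation test over genes) without control replicate 2, and was -0.24 (p = 0.00136) without control replicate 1. With all libraries it was also positive over those genes of at least 10 CPM, and with sample quality weights, a fit added after the data were seen. The value over 519 genes was not recomputed with a library left out, and its p does not cover the spread between libraries.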

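Most of the secreted inflammatory molecules of the organoid response were at low levels in Caco-2 cells with and without bacteria. IL17C, an epithelial cytokine located on chromosome 16 of GRCh38 from 88638572 to 88640468, had no count in the 3 control libraries and at most 6 counts in an exposed library. CSF2, a growth factor of myeloid cells, had at most 1 count in any library, and TNF at most 9. The chemokine gene CXCL8, on chromosome 4 from 73740519 to 73743716, was at 0.56 ± 0.62 CPM in control cells (SD, n = 3) and 0.34 ± 0.25 CPM in exposed cells (SD, n = 12). CXCL1 was at 0.99 ± 0.29 and 1.18 ± 0.54 CPM, and CXCL2 at 2.68 ± 2.11 and 2.48 ± 0.65 CPM, in the same groups. CXCL2 was at 5.08 CPM in control replicate 2 and at 1.86 and 1.11 CPM in the other controls, and without that library the average log2 fold change turned from -0.12 to 0.73 for CXCL2 and from -0.75 to 0.70 for CXCL8. The NF-kB inhibitor gene NFKBIA was at 38.6 ± 15.7 CPM in control cells and 38.6 ± 5.0 CPM in exposed cells, a log2 fold change of -0.00365 (standard error 0.17, adjusted p = 0.997 from edgeR) that was 0.38 without control replicate 2 and -0.22 without control replicate 1. TNFAIP3, another inhibitor of NF-kB signaling, had a log2 fold change of -0.45 (standard error 0.20, adjusted p = 0.465 from edgeR).
Gene lists were fixed before the data were examined. None of the 24 tested NF-kB targets and none of the 14 tested cytokines and chemokines passed the threshold with edgeR in the average of the 4 strains, also when adjusted over the list alone. At an unadjusted p under 0.05, 1 NF-kB target was higher and 3 lower, and 1 cytokine was higher and 2 lower. Camera gave these lists adjusted p of 0.456 and 0.310. The 34 immediate early genes, which many stimuli induce within minutes, were higher as a list (adjusted p = 0.0236 from camera; adjusted p = 0.796 with an estimated correlation), and 7 members passed when adjusted over the list alone. Of these 34 genes 0 passed over all genes tested with edgeR, 9 were higher and 3 lower at an unadjusted p under 0.05, and the list was not called with the replicate block, by limma-voom, or without control replicate 2, control replicate 3 or DSM33361 replicate 1. EGR3 had a log2 fold change of 2.00 (standard error 0.56) and IER3 of 0.99 (standard error 0.25), while PPP1R15A had one of -0.80 (standard error 0.22). From the few genes found and the lack of overlap and correlation with the organoids, the paper concludes that the acute response of Caco-2 cells was minimal.

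**Figure D2:**
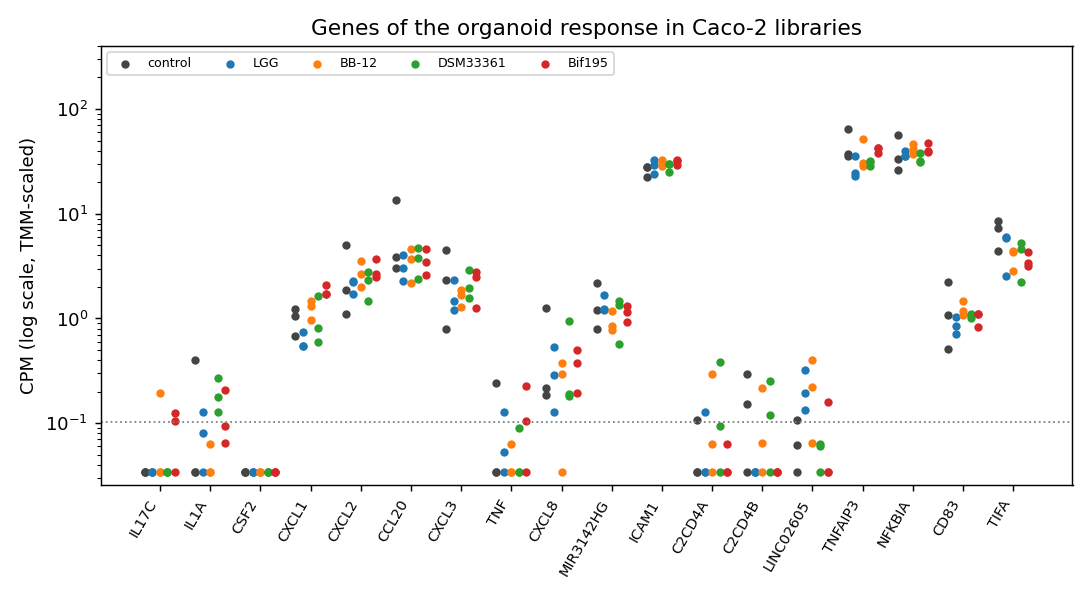
CPM, scaled by TMM, of 18 genes of the organoid response in each of the 15 Caco-2 libraries, on a log axis, with 3 points per condition. The dotted line marks the highest level that 3 counts give in a library, and the lowest values, 0 included, are drawn at one height below it. NFKBIA, TNFAIP3 and ICAM1 lie highest, with NFKBIA at 38.6 CPM on average in exposed cells.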

To characterize the shared response in intestinal epithelial cells in greater detail, we performed GO analysis on the gene signature of 61 genes that were differentially expressed following all bacteria treatments (shared response). As expected, this signature was highly enriched for genes associated with cytokine signaling, response to lipopolysaccharides and molecules of bacterial origin (Figure 5d, Table S3). The 18 most differentially expressed genes across the 4 bacterial strains and across the 9 individuals, contained 9 secreted inflammatory signaling molecules (*IL-17C, IL-1A, CSF2, CXCL1, CXCL2, CCL20, CXCL3, TNF, CXCL8*) implicated in bacterial sensing.^27^ Importantly, these displayed responses of between two- and fourfold expression increases compared to control treatment (Figure 5e). This suggests that these probiotic strains do not induce acute inflammation per se but rather an increased state of immune surveillance. In contrast, none of the genes differentially expressed only in response to one strain showed significant GO term enrichment.

Collectively, this illustrates that the established 2D system for primary epithelial cells is more sensitive to microbe co-incubation compared to Caco-2 cells, and thus primary epithelial cells enable more nuanced studies of the acute response to microbes.

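The size of response that these libraries leave open was read from 95% intervals of the log2 fold change, averaged over the 4 strains. For 31 of 54 tested shared response genes the interval excluded the organoid value of Table S3, and for 37 it contained 0. The intervals come from the fit without the block and are not adjusted for the number of genes. They take the organoid value as fixed, without its own error, so an exclusion is not a test of a difference between the cell types. Of the 18 shared genes with an organoid value of at least 1, only 11 were tested, and IL17C, CSF2 and TNF were not among these. FOS was excluded from above, with an interval from 0.46 to 2.14 against the paper's 0.31, and was picked out after its values were seen. The interval of ICAM1, an adhesion molecule induced by NF-kB, ran from -0.07 to 0.44, and the paper's value in organoids is 1.75. For CXCL1 it ran from -0.60 to 0.92, against 1.93 in the paper, and for NFKBIA from -0.37 to 0.37, against 1.22. CXCL8 had the widest of the intervals plotted, from -2.43 to 0.93, against 1.17. Without control replicate 2 the log2 fold change itself was 0.38 for NFKBIA, above the upper limit given, and 0.70 for CXCL8, and 31 of 54 intervals again excluded the organoid value. Counts were simulated with the spread per gene of these libraries, set equal in all of them. In these counts, edgeR called 46.0% of genes changed by a log2 fold of 1 in all 4 strains and 71.5% of those changed by 2. For a change in LGG alone the shares were 28.0% and 59.5%. No simulated library stood apart as control replicate 2 did, so these shares are not the power of the real libraries.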

## Discussion

Here, we present a versatile method for culturing intestinal epithelial cells as confluent monolayers that enable assaying bacteria for their interactions with the epithelium. We demonstrate that epithelial cells grown as a confluent monolayer on laminin 511 lose their proliferative profile and stem cell features, and up-regulate genes associated with differentiation and in particular along the enterocyte lineage. This is a robust response observed across multiple primary organoid lines treated in the same manner and provides a model system that enables *in vitro* studies with primary human epithelial cells aimed at mapping interactions with microbes and potentially microbe-derived metabolites and surface markers. The methodology enables both scale-out and scale-up to assay larger effects in pathogenic strains of bacteria or smaller, yet critical functions of how epithelial cells respond to bacteria used in food supplements, as well as trafficking across the epithelial lining of the intestine. Importantly, here we observe conserved effects upon exposure to different strains of microbes across individuals and including a shared set of genes. 

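Receptors and adaptors of microbial recognition differed widely in their level in control Caco-2 cells. Of the 37 listed genes, 25 were tested. The adaptors and regulators IRAK1 (131.4 ± 10.4 CPM), SIGIRR (128.2 ± 18.9 CPM), TOLLIP (90.3 ± 3.2 CPM) and MYD88 (20.0 ± 8.0 CPM; SD, n = 3) were the best expressed together with RIPK2, TRAF6, TICAM1 and IRAK4. TLR2, a receptor of bacterial lipoproteins on chromosome 4 of GRCh38 from 153684070 to 153706260, was at 6.91 ± 2.24 CPM, and NOD1, a sensor of peptidoglycan fragments, at 7.42 ± 2.71 CPM. TLR5, the flagellin receptor, was at 0.42 ± 0.27 CPM and NOD2 at 0.29 ± 0.18 CPM. TLR4, the receptor of lipopolysaccharide, had at most 2 counts in any library, TLR7 at most 2, TLR1 and TLR8 at most 3, and TLR10 at most 4. TLR3, TLR6 and TLR9 averaged 0.14, 0.18 and 0.34 CPM in control cells. TLR2 had a log2 fold change of 0.81 in exposed cells (standard error 0.25, adjusted p = 0.405 from edgeR). The enterocyte genes APOA1 (1809 ± 1035 CPM) and VIL1 (1115 ± 337 CPM), a lipoprotein and a microvillus protein, were abundant in control cells, at 621 and 735 CPM in control replicate 2. APOB, APOC3, CDH17, APOA4, DPP4 and HNF4A were the next most abundant of this list.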

Importantly, while primary cells cultured in 2D elicited a robust response, the prevailing model for probiotic-host cell interaction, the Caco-2 cell line, showed little, if any, acute response to the same microbial strains.

Traditionally, microbial responses have been studied in cancer cell lines and strains exhibiting a given response have been tested using various mouse models.^28^ This has provided physiological models for developing insights into the processes that shape the development of microbiome diversity and host responses.^29^ Although essential knowledge related to the physiology of host–microbiome interactions can be obtained from studies using mouse models, there are significant differences when compared to humans that cannot be encompassed in such *in vivo* models. Studies of specific microbial responses in intestinal epithelial cells have consequently searched for new alternatives of human origin. Here, intestinal epithelial organoids derived from single induced pluripotent stem cell lines have proven to be valid *in vitro* models, although the 3D nature of cells cultured as organoids has proven to complicate the development of high-throughput methodology.^11,30^ Moreover, it is also worth pointing out that in addition to the obvious variation in the microbiome between individuals, the response to microbes and the susceptibility to aberrant effects upon exposure to specific strains of microbes are influenced by the genetics of the host.^31^ To address potential individualized responses, it is essential to establish tractable model systems that can encapsulate such differences. The 2D culture system presented here demonstrates that primary epithelial cells isolated from human intestinal biopsies and cultured in 2D represent a robust methodology to assess microbial responses across a population.

Natural genetic variance has formed the basis for precision medicine for human disease using, e.g., patient-derived organoids for drug screening.^32,33^ It is evident that an appropriate composition of microbes provides important functions supporting digestion and immune imprinting.^34^ It does, however, remain unclear whether the genetic variance provides specific microbial responses, which can now be determined with the established method. Although some microbes tolerate an aerobic environment, the majority of intestinal microbes are obligate anaerobic. Further methods development should consequently include the introduction of systems devoid of oxygen, in which short term is likely to be complementary to the cultures of differentiated epithelial cells.

## Materials and methods

### Human subjects and ethics

The cohort used for the derivation of organoids has been described in a previous study.^19^ It includes healthy individuals (males and females) between 18 and 35 years old with a BMI <30 kg/m^2^. Participants provided written consent following both oral and written information about experimental procedures. The Danish regional ethics committee approved the study (H-17002470), which has been performed in accordance with the Declaration of Helsinki. No severe adverse events were observed during the study. All data analyses were performed blinded. The trial was registered at ClincialTrials.gov with the identifier NCT03140878. Collection and cultures of biopsies from the human colon were approved by the ”Danish Nationa Research Ethics Committee” (CVK-1302159).

### Organoid growth

Epithelial organoids were established from small biopsies obtained from the duodenum and jejunum from healthy individuals as described.^9,19^ Briefly, two biopsies were washed briefly in PBS prior to incubation in 2 mM EDTA for 30 min at 4°C. Crypts were subsequently isolated by repeated pipetting, isolated crypts were seeded in Matrigel (Corning) and cultured in advanced DMEM/F12 supplemented with Glutamax, Pen/strep, HEPES, B27, N2, Noggin, EGF, human recombinant R-spondin 1 (500 µg/mL), N-acetyl-L-cysteine, Nicotinamide, A83-01, SB202190, PGE2, and 50% conditioned WNT3A medium. Moreover, for the first 3 days following seeding, the medium was supplemented with Y-27632 (10 µM). Cultures were passaged every 7–10 days by dissociating the matrigel in cell recovery solution (StemCellTech).

The transfer from the custom-made medium into Intesticult medium (StemCellTech) required 2–3 passages of adaptation. The cells were subsequently cultured in accordance with manufacturer’s instructions.

### Establishing 2D cultures for intestinal epithelial cells

Fragments from organoids were transferred into wells coated with different extracellular matrices diluted in PBS. This included Matrigel (Corning; 1:100 dilution), Collagen type I (Corning; 1:100), Collagen IV (Sigma; 10 µg/cm2), Fibronectin (Sigma; 5 µg/cm2), and eight different kinds of laminins; Laminin 521, Laminin 511, Laminin 421, Laminin 411, Laminin 221, Laminin 211, Laminin 121, and Laminin 111 all coated at 2.79 µg/cm^2^. The epithelial fragments were seeded in complete custom-made medium as described above and cultured in a 37°C CO_2_ incubator for 7 days with a complete media change on days 3 and 5. The plates was subsequently imaged using an EVOS® FL Auto Imaging System (Thermo Fisher Scientific).

### Preparation of bacteria for coculture experiments

Bacterial solutions were freshly prepared for all experiments. Freeze dried preparations of LGG^Ⓡ^, DSM33361, BB-12^Ⓡ^, Bif195, and Salmonella (approximately 0.1 g) were dissolved in 10 ml PBS supplemented with 0.05% L-Cysteine hydrochloride (CyHCl). To remove cryopreservants, the solution was diluted 1:10 in 0.05% CyHCl PBS and bacteria were pelleted at 2500 g for 4 min. The pelleted bacteria were resuspended in 10 mL 0.05% CyHCl PBS and the centrifugation was repeated. This was repeated with PBS before resuspending the bacterial pellet in 200 µL of Intesticult 2D media supplemented with Y27632. To normalize the CFU counts, individual bacterial solutions were adjusted to OD_600_ = 1 (LGG^Ⓡ^ OD_600_ = 1.0 (1.2 × 10^5^ CFU/µl); DSM33361 OD_600_ = 1.0 (2.6 × 10^5^ CFU/µl); BB-12^Ⓡ^ OD_600_ = 1.0 (1.4 × 10^5^ CFU/µl); Bif195 OD_600_ = 1.0 (2.2 × 10^5^ CFU/µl)).

### 2D co-culture with bacteria

For coculture experiments, the appropriate number of individual wells in Primaria 96-well plates (Corning) were coated with 0.79 µg/cm^2^ Laminin 511 (Biolamina) resuspended in PBS overnight at 4°C. Organoids were grown for 7 days in Intesticult (A+B) supplemented with Penicillin–Streptomycin (1%) in domes of matrigel in 48 well plates. Epithelial cells from one droplet of Matrigel were sufficient for culturing one well in a 96 well plate in 2D corresponding to approximately 250,000 single viable cells. Briefly, droplets were collected in gentle cell dissociation reagent (Stem Cell Technologies) and allowed to incubate for 12 min at RT on a rocking table to release organoids. Organoids were allowed to sediment at the bottom of the tube, the supernatant was removed and new DMEM/F12 was added, before the tube was spun at 200 g for 5 min. After removing the supernatant, 0.05% prewarmed TrypLe (Gibco) was added, and the suspension was incubated at 37°C for 5 min followed by vigorous pipetting to generate a single-cell suspension. Fresh DMEM/F12 was added, and the tube was spun at 200 g for 5 min. Pelleted epithelial cells were resuspended in 100 µL of Intesticult (Stem Cell Technologies) supplemented with Penicillin–Streptomycin (1%) and Y27632 (10 µM) and seeded in the Laminin 511 coated wells. To ensure that all epithelial cells were sedimenting at the bottom of the wells, plates were spun down at 200 g for 3 min. The plates were placed in a CO_2_ incubator at 37°C for 24 h before changing medium to Intesticult (Stem Cell Technologies) supplemented with only Penicillin–Streptomycin (1%). Media was subsequently changed on day 3 and day 5, and the wells were confluent on day 7 and ready for coculturing.

For the cocultures, the medium was removed and each well washed briefly with PBS at room temperature. The PBS was removed and 100 µL Intesticult medium without Penicillin-Streptomycin was added to control wells, whereas Intesticult medium containing bacteria was added to wells designated for coculturing. The plates were spun briefly at 300 g for 3 min and incubated at 37°C for 2 h in the CO_2_ incubator. After 2 h, the wells were washed and epithelial cells lysed for RNA purification.

### TEER measurements on human SI organoids treated with LGG®

Intestinal epithelial organoids were harvested and disaggregated into a single-cell suspension by incubating with TrypLe. The single-cell suspension was subsequently transferred to clear 24 well transwell inserts with a 0.4 µm polyester membrane (Corning) coated with 0.79 µg/cm^2^ laminin 511 (Biolamina) for 48 h at 4°C. Each 24 well transwell was seeded with organoids from a 25 µl matrigel dome corresponding to 250,000 viable single cells. Following 1 week of culturing, a medium without Penicillin-Streptomycin was added (950 µl basolateral and 190 µl apical) to the wells and inserts were transferred to the CellZscope2. TEER measurements were subsequently performed every hour for 16 h to establish baseline TEER. 10^6^ LGG^Ⓡ^ was added per well for continued measurements for an additional 24 h.

### Caco-2 cell maintenance and differentiation

Caco-2 cells were maintained in DMEM (1×) Glutamine (21885-025) with 1% Non-Essential Amino Acids Solution (SH30238.01), 20% Fetal Bovine Serum (heat-treated) (10500-064), and 1% Pen-Strep solution (03–033-1B). The cells were passaged once reaching 50% confluency. Prior to co-culture experiments 2 × 10^4^ cells/well were seeded in 15 wells of a 96-well plate. Cells were 100% confluent on day 3, and co-culture with all four probiotic strains was performed on day 7 in the same manner as for 2D primary cells described in this paper.

### Antibody staining

For antibody staining, confluent cell layers were preincubated in BSA (5%) supplemented with TritonX100 (0.1%). Primary antibodies were incubated O/N at 4°C in blocking buffer. The following primary antibodies were used: anti-ZO1 (61-7300; Invitrogen), anti Muc13 (HPA045163; Atlas Antibodies), and anti-AldoB (HPA073201; Atlas Antibodies) and secondary antibodies Alexa Fluor 647 polyclonal donkey anti-rabbit. The material was counterstained with Alexa Fluor 568 conjugated-Phalloidin and/or DAPI.

### RNAseq analyses

RNA extraction and sequencing was performed on two batches of samples, one for cells grown in noncommercial media and one for cells grown in Intesticult™ media. The analysis included sequencing of 354 Illumina paired-end libraries for cells cultured in Intesticult™ media (read length 150 bp), with an average 47 million high-quality reads (min 40, max 70), and 188 unpaired Illumina libraries for cell lines cultured in noncommercial media with an average of 6.4 million high-quality reads (min 4.9, max 8.6). The quality of reads across all libraries was assessed using fastqc and multiqc. To remove adapter bias, the first 11 bps were trimmed from reads from the noncommercial media libraries and the first 15 bp from reads from the Intesticult™ libraries using the trimfq function of seqtk. Base-pair bias was also detected in the last 2 bps of Intesticult™ reads, and these 2bps were removed accordingly.

All reads were mapped to the version 32 of the Human Genome Annotation (GRCh38) using Salmon version 1.1.0, and transcriptome index was built with k-mer length of 31, using the decoy-aware option to account for potential spurious matches from unannotated genomic regions. Pseudomapping was performed using selective alignment in Salmon quant with 10 bootstraps, limiting the minimum score fraction for matching reads to 0.8, correcting for GC and sequence-specific bias. Transcript information was annotated using tixmeta, and TMM normalization was performed followed by Voom transformation for analysis with the limma package. Due to the large differences in variance between Caco-2 cells and organoids, normalization and analyses were performed separately for each of the two cell types. Only genes with more than five counts in at least 70% of the samples in one condition of our experimental design were included in the differential expression analysis. In both organoids and Caco-2 cells, the final linear model included a single-factor design that compared the effect of each bacterial treatment to the control samples. To account for correlation in expression between organoid lines sampled from the same individuals, genotype was included as a blocking factor in both Voom normalization and linear model fitting.

Finally, multiple-hypothesis testing was corrected using stage-wise analysis as implemented in the R package stageR.^35^ Briefly, stage-wise analysis is divided into two stages. The first selects all genes that pass a significance threshold for a given factor (in our case, *p* < 0.05 for bacterial treatment). The second applies p-value adjustment to the set of remaining factors, in order to detect which specific levels (in our case bacterial strains) are responsible for its significance.

### Single cell library preparation and sequencing

Single-cell libraries were prepared using the 10X Genomics protocols v2 Chemistry. A maximum of 20,000 sorting events from a BD FACSAria sorter were loaded per well in a volume of 33.8 μL ultra clean 0.1% BSA/PBS. Cells were encapsulated in droplets of Gel Bead-in-Emulsions (GEMs) using the 10X Genomic Single Cell Chip. Reverse transcriptase was performed after the GEMs formation. cDNA was purified and amplified with 12 PCR cycles. Libraries were diluted to 2 nM in elution buffer, and two libraries were pooled and run on the same flow cell. The libraries were sequenced on an Illumina NextSeq 500 platform with a High Output 150 cycles kit.

### scRNAseq analysis

Cell Ranger (v3.0.1) software from 10× Genomics was used to process Chromium single-cell RNA-seq output to align reads and generate bam files.^36^ Reads were mapped to the refdata-cellranger-GRCh38–3.0.0 reference downloaded from the 10× Genomics website (https://support.10xgenomics.com/). One of the Cell Ranger outputs were bam files, which were then processed with velocyto using the run10× function.^37^ Velocyto counted reads falling into exonic/intronic regions and generated spliced/unspliced expression matrices in a loom file.

The loom files were processed and analyzed in Python using scanpy^38^ and scVelo.^39^ First, low-quality cells were filtered out based on the distributions of spliced counts, unspliced counts, and genes. Next, cells with a high ratio of counts originating from mitochondrial features (more than 0.4) or potential doublets (two cells in a single bead) were eliminated, and doublets predicted using both scrublet and Doublet Detection.^40,41^

The data from 2D and 3D samples were combined and genes expressed in less than 5 cells or with less than 20 counts were filtered out, followed by normalization and log transformation of the data. For batch correction, the top 2000 highly variable genes were included using the mutual nearest neighbor’s algorithm implemented as mnn_correct function in scanpy’s API. Parameter k was set to 15 and var_adj to True. The proliferation score was annotated before the batch correction using the score_genes_cell_cycle function from scanpy, based on a published signature.^42^ Variation arising from the cell cycle stage was reduced by linearly regressing the annotated S and G2/M scores.^43^ Afterward, the dataset was dimensionally reduced first with principal-component analysis (PCA) and then with Uniform Manifold Approximation and Projection (UMAP). Cell neighbors were calculated using a batch balanced k-nearest neighbors algorithm with default parameters.^44^ Finally, the cells were clustered in an unsupervised manner using the Leiden algorithm.^45^ Then, differentially expressed genes (DEGs) in the clusters were detected with the Wilcoxon rank sum test using scanpy’s rank_genes_groups function.

## Supplementary Material

Supplemental Material

## Data Availability

The expression data from CaCO2 cells stimulated with bacterial isolates are deposited at the NCBI Gene Expression Omnibus (GEO) under accession number GSE231605. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE231605

How the deposited data were processed for this re-analysis (not part of the article)

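RNA of 15 Caco-2 libraries was sequenced, with 3 libraries for each of 5 conditions (control, LGG, BB-12, DSM33361 and Bif195). The authors trimmed the reads, quantified them with Salmon, which the submitters' processing notes also name, against a GRCh38 annotation, correcting for GC and sequence bias, and deposited estimated counts per gene. The deposited values are not normalized. The authors then used TMM, voom, limma and stage-wise adjustment. Organoid values were taken from Table S3, where the log base of the fold change column is not given. They were read as log2, the scale of Fig. 5e, and organoid libraries were not analysed here, so baseline similarity of both cell types was not tested.

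The expected counts were rounded to whole numbers. Symbols were matched by Ensembl identifier for 59918 of 60179 genes, and coordinates come from GENCODE release 44 on GRCh38, which is a later release than the one the authors used. Genes with more than 5 counts in at least 70% of the libraries of a condition were kept (18743). TMM factors and the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 were used, with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5. Contrasts were each strain against the control, any strain, the average of the 4 strains and differences between strains. Limma 3.58.1 and DESeq2 1.42.0 were alternatives. Standard errors are the coefficient divided by the root of the F statistic, and are not given for genes with no count in a group. CPM values are scaled by TMM.

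The camera test was run on 25 lists (19 written before the data were examined, 1 of them the secreted molecules the paper names, and 6 from Table S3) with at least 5 tested members and a preset correlation of 0.01. It was repeated with an estimated correlation and with fry. Whether replicate numbers pair the libraries was read from the correlation of same-numbered libraries' deviations from their group means, over 0.1 in each of 3 pairs. It was 0.23, 0.11 and 0.14 for LGG and the control, 0.25, 0.12 and 0.13 for BB-12 and the control, 0.16, 0.0317 and 0.22 for DSM33361 and the control, and 0.13, -0.0107 and 0.15 for Bif195 and the control. The 4 comparisons were first judged together as not paired. The reading per comparison was chosen after the blocked calls had been seen, so the fit without the block stayed the main one. On the second principal component (17.3% of the variance), replicate 1 of every condition lay at 19.1 to 76.1 and every other library at 5.49 or lower. The main fit counts this spread by replicate number as error, which can hide changes. Permutation tests used 100000 resamples. With 3 libraries against 3, an exact two-sided test cannot give a p below 0.1, so no such test was used for single genes. Named genes were those the paper names as responders and the next 5 of the shared response in Table S3, whose organoid values had been seen. Further genes were those past the threshold, or the 5 with the smallest p of each contrast, up to 4 members of each list called by camera, and the 8 most abundant members of the microbial recognition and enterocyte lists with any TLR or NOD receptor. Of a limit of 3 counts, the level is given per library and covers counting error only.

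The pipeline was tested on simulated counts of 18743 genes with known changes, and estimated log2 fold changes averaged 1.01 for a change of 1 in all 4 strains. Alternatives were RLE size factors, other filters, the replicate number as a block, leaving out each library, other tests and, for the correlations, other gene sets. After the data were seen, a block without control replicate 2 and sample quality weights were added.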

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

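All tests of explanations for control replicate 2 except that on abundant genes were chosen after the result was seen. In the average of the 4 strains, 7 gene lists on which the paper does not report in Caco-2 cells passed camera. It discusses 1 of them, enterocyte differentiation, for organoid cultures. Lower in exposed cells were the integrated and ER stress response (adjusted p = 0.000414), aryl hydrocarbon receptor targets (adjusted p = 0.00146) and the heat shock and NRF2 response (adjusted p = 0.00782). Higher were mitochondrially encoded genes (adjusted p = 0.000456), hypoxia and glycolysis (adjusted p = 0.00649), immediate early genes (adjusted p = 0.0236) and enterocyte differentiation (adjusted p = 0.0236). With an estimated correlation, 0 of the 25 lists passed (lowest adjusted p = 0.796), and fry called 0. Without control replicate 2, none of these 7 lists passed, nor with the replicate block as well, and 2 others did, mucins and antimicrobial defence (lower, adjusted p = 0.00446) and proliferation (higher, adjusted p = 0.0256). The heat shock and NRF2 list was also lost without control replicate 1, and immediate early genes without control replicate 3 or DSM33361 replicate 1, with the replicate block and by limma-voom. Of 60 divisions of the libraries into groups of the same sizes, 12 gave at least 7 lists and the highest other gave 11, so chance cannot be excluded.

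Control replicate 2 stood apart from the other 14 libraries. ASNS, of the stress response list, and MTHFD2 and SHMT2, outside these lists, were at 226.7, 765 and 945 CPM in it, and at 64.5 to 66.8, 183 to 194 and 207 to 264 CPM in the other controls, and the 3 genes were chosen after their values were seen. Its total of 31905723 counts lay within the range of the others, which argues against lower depth. Over 1888 genes of at least 100 CPM, where scarce RNA plays no part, the SD of its log2 difference from the other libraries was 0.796, against 0.161 to 0.387, which argues against a random loss of scarce RNAs as the whole cause. Of the leukocyte and of the fibroblast and endothelial markers, at most 1 per list (CSF1R and PDGFRA) was above 10 CPM and higher than in every other library, which argues against RNA of those cells. A mislabelled or differently cultured well stays open, and no biological explanation was tested, as the design gives none.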

How the results depend on the processing

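The added fits were chosen after seeing the data. RLE size factors and filterByExpr kept every main count at its value or within 1.5 times. Limma-voom, limma-voom with stage-wise adjustment, no fold change limit and the fits of 3 strain and 3 control libraries called 0 genes wherever run. With no filter, edgeR called 6 genes for LGG, 3 for BB-12, 3 for DSM33361, 1 for Bif195, 61 for any strain, 139 for the average and 18 between strains, with 1 organoid gene (FOS), and the median correlation between strains was 0.55. DESeq2 called 4, 4, 3, 1, 20, 38 and 5 genes in the same order. With the replicate block, edgeR called 2 genes for LGG, 0 for DSM33361, 13 for BB-12, 6 for Bif195, 12 for any strain, 17 for the average and 2 between strains, with 2 organoid genes (AKR1C2 and FOS). Taken per comparison, all pairs of LGG and of BB-12 with the control were over 0.1. DSM33361 and Bif195 fell short only in the pair with control replicate 2 (0.0317 and -0.0107), the library that stood apart. This is therefore not a sign of a different design for these strains. Of 12 pairs of a control and a strain library with the same number, 10 had deviations correlated over 0.1 (range -0.0107 to 0.252), and 13 of 15 libraries correlated best with their own number, a hint from the data and not the design. With the block and without control replicate 2, edgeR called 61 genes for LGG, 113 for BB-12, 0 for DSM33361, 91 for Bif195, 145 for any strain, 93 for the average and 92 between strains, with 16 organoid genes, a correlation with the organoids of 0.24, a shared list median of 0.0791 and 3 lists. The correlation with the organoid values was -0.15 by limma-voom (p = 0.0451, permutation test), -0.15 over all organoid genes, 0.0248 by Pearson, 0.19 over genes of at least 10 CPM and 0.17 with quality weights. Camera with an estimated correlation and fry called 0 lists. The cause of these shifts was not tested.

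Leaving out 1 library at a time, counts for each strain, for any strain and between strains stayed at 0. The average gave 0 to 82 genes (highest without control replicate 3), the organoid correlation -0.24 (without control replicate 1) to 0.23 (without control replicate 2), the correlation between strains 0.60 to 0.81, the shared list median -0.33 (without control replicate 3) to 0.0371 (without control replicate 2), the lists 2 to 8, and the intervals that exclude the organoid value 27 to 37. The lowest and highest average log2 fold changes were -0.49 and 0.73 for CXCL2, -0.85 and 0.27 for CXCL3, -1.16 and 0.70 for CXCL8, -0.57 and 0.17 for MIR3142HG, and -1.09 and 0.0622 for ASNS (lowest without control replicate 3, highest without control replicate 2), -1.32 and 0.0137 for CCL20, -0.22 and 0.38 for NFKBIA, -0.67 and 0.39 for CD83, and -0.0527 and 0.36 for CXCL1 (lowest without control replicate 1, highest without control replicate 2), and -0.00620 and 0.67 for MT-CYB and -0.0321 and 0.62 for MT-ND1 (lowest without control replicate 2, highest without control replicate 3). With the block it was 0.00606 for CXCL2 and 0.0349 for NFKBIA, by limma-voom 0.17 and 0.0815, and with no filter 0.0105 for NFKBIA. With the block and without control replicate 2 it was 0.62 for CXCL2, 0.40 for CXCL3, 0.59 for CXCL8, 0.13 for MIR3142HG, 0.36 for NFKBIA, 0.40 for CD83, 0.0838 for ASNS, -0.0531 for MT-CYB and -0.0518 for MT-ND1. None of these genes passed the threshold in the main analysis. IL17C, CSF2 and TNF were under the filter. Of 10 divisions of 3 strain and 3 control libraries, too few for a share under 0.05, the highest other count was 1 for LGG, 0 for BB-12, 175 for DSM33361 and 0 for Bif195, with 0 called in each real comparison, which any division equals, so that 10 of 10 says nothing. The cause of the 175 genes was not tested. For any strain, the average and between strains, 0 genes were called as well, so 60 of 60 divisions say nothing, with highest others of 1, 42 and 0.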

Differences from the paper's values

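The paper reports 4 differentially expressed genes for LGG, 5 for DSM33361, 4 for BB-12, 2 for Bif195 and 2 for Bif195 and BB-12 in Caco-2 cells. It states no separate thresholds for Caco-2, and those of Fig. 5a were used here. The values here were 0 for LGG alone, 0 for DSM33361 alone, 0 for BB-12 alone, 0 for Bif195 alone and 0 for Bif195 and BB-12. Among the alternatives set before the data were examined, DESeq2 gave 4 for LGG alone and 4 for BB-12 alone, and no filter on low counts gave 5 for LGG alone, which are within 1.5 times the paper's values. No filter also gave 2 for DSM33361 alone, 2 for BB-12 alone and 0 for the others. DESeq2 gave 2 for DSM33361 alone, 0 for Bif195 alone and 0 for Bif195 and BB-12. The replicate block gave 7 for BB-12 alone, 4 for Bif195 and BB-12, and 0 for the other groups. For DSM33361, Bif195, and Bif195 and BB-12, no alternative came within 1.5 times the paper's value. RLE size factors, filterByExpr, limma-voom with or without stage-wise adjustment, no fold change limit, the fits of 3 strain and 3 control libraries and each fit without 1 library gave 0 in each group. The genes behind the paper's counts are not named in its text, so the genes were not compared.

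Table S3 lists 61 genes as responding to all 4 strains, and 25 of them have an absolute value under 0.5 in the fold change column. This also holds for 97 of the pairwise genes and 205 of the 440 strain-specific genes, which the stated threshold of 0.5 does not allow if the column is the log2 fold change that was thresholded. The paper states that the secreted inflammatory molecules rose between 2 and 4 times in organoids, while the values of the 9 molecules in Table S3 run from 1.17 to 4.19, which is a similar range of numbers but a wider range of folds if the column is log2. The paper states that no Caco-2 gene overlapped with the organoid genes. The main value here was also 0, while 2 genes overlapped with the replicate block and 1 with no filter. In the fit added after the data were seen, with the block and without control replicate 2, 16 of 135 genes called for a strain overlapped. The paper states no correlation of fold changes. Over the 173 tested genes that responded to at least 2 strains the value here was -0.08 (p = 0.288, permutation test over genes) and by Pearson 0.0248 (p = 0.745, permutation test over genes), neither of which passed a test. Over all 519 tested organoid genes it was -0.15 (p = 0.00073, permutation test over genes), where strain-specific genes set an organoid value of 1 strain against the Caco-2 average. Over 173 genes the value was 0.23 without control replicate 2. With all libraries it was also positive over those of at least 10 CPM, and with sample quality weights. The value over 519 genes was not recomputed with a library left out.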

Other observations

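The fits and gene classes in this part were chosen after the data were seen. Histone genes were called lower in exposed Caco-2 cells in 1 added fit, in the average and for 3 of the 4 strains. With the replicate block and without control replicate 2, edgeR called 93 genes in the average of the 4 strains, 6 higher and 87 lower. Among them were 15 of the 49 tested genes with core histone cluster symbols. Of these 49, 44 were annotated as protein-coding. The linker histone genes H1-2 and H1-5, also called in this fit, were not counted. The median log2 fold change of these 49 genes was -0.91, with 48 below 0. By strain, 8 were called for LGG (median -0.99), 13 for BB-12 (-1.02), 13 for Bif195 (-1.10) and 0 for DSM33361 (-0.58). With the block and all libraries, 0 were called, and the median in the average was -0.42 with 42 of 45 lower. By strain it was -0.49 for LGG, -0.53 for BB-12 and -0.63 for Bif195, but -0.0274 for DSM33361 with 24 of 45 lower. Without control replicate 2 and without the block, 0 were called in the average or for any strain, but the median in the average was -1.09 with 48 of 49 lower. Per library, the median histone gene was at 19.5 CPM in control replicate 1, 7.74 in control replicate 3 and 2.03 in control replicate 2, against 4.04 to 10.4 CPM in exposed libraries, so the controls lie on both sides. With all libraries and no block the median was -0.63 and 0 histone genes were called. H4C14 was at 153.0, 23.1 and 75.4 CPM in control replicates 1, 2 and 3, and at 52.9 ± 11.5 CPM (SD, n = 12) in exposed cells. In Table S3 the paper lists 14 such histone genes for organoids, and its value is below 0 for 14, but 6 of the 14 responded to at least 2 strains and the others to 1.

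A hypothesis is that histone transcripts fall after exposure in both cell types. The test on gene length was set before its result was seen and that on S-phase genes after. The reassignment was first run with the strains pooled, and rerun with the strains apart once the pooled run had been seen. Reassigning the control label within replicates 1 and 3 in the same model gave at least 93 genes in 2 of 25 assignments, with a highest other count of 124, so chance cannot be excluded. With exposed cells as 1 group the real labels gave 0 genes and the highest other 2. Any assignment equals 0, so 25 of 25 there was certain in advance and says nothing about chance. A bias of gene length argues for similar shifts in other short genes, but 1387 other protein-coding genes of at most 1564 bases had a median of -0.0372. This limit is the upper quartile of the histone genes, by longest transcript. Genes were not matched in length below it, so a bias confined to the shortest transcripts stays open. Fewer cells in S phase might lower S-phase genes as well, and 13 of them had a median of 0.0373. The RNA of these genes need not fall within an exposure of 2 h, so this value does not decide about S phase. Selection of polyadenylated RNA was not tested and may differ between libraries.

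Between these added calls and the organoid genes of Table S3, 16 of 135 genes called for a strain overlapped, against 3.71 expected (Fisher's exact test, one-sided, p = 9.42e-07). Among them were AKR1C2, FOS and the histone genes H2AC6, H2BC8, H2BC21, H2BC26, H3C10, H4C5, H4C14 and H4C15. Of the 17 organoid genes called for a strain or in the average, 13 had the sign of the organoid value. The other 4 went against it: DUSP5 had an average log2 fold change of -0.68 (0.32 in the paper), ATP1B1 -0.68 (0.13), NOS2 -0.78 (1.03) and TRIM31 -0.86 (0.38). The histone genes named were lower in both cell types and so are all among the 13. Histone genes are not independent of each other, so neither this p nor the 13 of 17 rests on independent genes. This fit was also 1 of many. Markers of small intestinal stem, Paneth and secretory cells had 7 of 17 members tested, and camera gave the list an adjusted p of 0.896. Adjusted p were 0.896 for leukocyte and 0.544 for fibroblast and endothelial markers, 0.660 for interferon-stimulated genes, 0.310 for junction genes, 0.144 for mucins and antimicrobial defence, 0.0894 for proliferation, 0.310 for cholesterol synthesis, 0.660 for microbial recognition and 0.450 for the 9 secreted molecules the paper names. Proliferation passed with no filter, and without control replicate 1 or 2 or replicate 3 of any of the 4 strains, and cholesterol synthesis passed without control replicate 1. Junction genes passed with no filter. For single strains, camera called 5 lists for LGG, 7 for BB-12, 7 for DSM33361 and 5 for Bif195, and 0 for each with an estimated correlation (lowest adjusted p of 0.790, 0.866, 0.799 and 0.851). All were among the 7 of the average except, for DSM33361, cholesterol synthesis (higher, adjusted p = 0.00340) and junction genes (higher, adjusted p = 0.0289). In the added fit, mucins and antimicrobial defence (adjusted p = 0.000821), interferon-stimulated genes (adjusted p = 0.0473) and the stem, Paneth and secretory markers (adjusted p = 0.0473) were lower by camera. An estimated correlation and fry, which called 0 lists for the average in the main fit, were not run on the added fit. In the main fit, camera gave the organoid pairwise list an adjusted p of 0.896. For genes specific to LGG, BB-12, DSM33361 and Bif195 it was 0.896, 0.861, 0.896 and 0.660 there.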
